A study of Mus musculus with 11 samples. Its data were reported in "Gemcitabine-mediated depletion of immunosuppressive dendritic cells enhances the efficacy of therapeutic vaccination" (2022).

How the data were processed

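RNA was sequenced from tumours that grew from LLC-OVA cells, a mouse Lewis lung carcinoma line that expresses ovalbumin (OVA), in C57BL/6J mice. Poly(A) RNA was copied from its 3′ end with primers that carry a sample barcode and a molecular identifier, an adaptation of the mcSCRB-seq protocol. The labels place 2 tumours in the untreated group (UT) and 3 in each of the vaccine group (VAC, OVA with the adjuvant Imiquimod), the gemcitabine group (GEM) and the combination group (V+G). Groups and replicate numbers were taken from the sample titles.

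The deposited values are raw read counts per gene. Per the file headers, the authors made these counts with featureCounts 1.6.0 on coordinate-sorted STAR alignments, summing reads over exons by gene with a GENCODE annotation of the GRCm38 build. No strand option, no multiple-mapping option and no paired-end option appears in those headers, so the counts were unstranded and reads with several alignments were left out by default. The headers mention no collapsing of reads by molecular identifier. The values were therefore treated as counts of reads, and counting intervals and floors cover counting error only. Reads in overlapping or antisense genes, and in genes with near-identical copies such as ribosomal protein genes and their pseudogenes, cannot be assigned with certainty under this counting, and the MHC class I gene H2-K1 shares sequence with its paralogs.

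Each file listed 55401 genes, of which 26320 had no count in any of the 11 libraries. Gene IDs were paired with symbols for 55141 genes and with Entrez IDs for 22370 genes through the annotation tables supplied (GENCODE M21). Coordinates are those in the files (GRCm38). Library totals ranged from 3109522 to 7543020 counts, so that 3 counts, taken as the floor of detection, correspond to between 0.398 and 0.965 CPM (counts scaled by the library total). A fold change against a group whose libraries were all at or under 3 counts is given as a lower bound against that floor. No pair of libraries of one group agreed within sampling noise: chi-square over its degrees of freedom ranged from 4.78 to 64.8 over the pairs.

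Genes with fewer than 6 counts in more than 50% of the libraries were left out, which kept 12717 genes. Counts were scaled with the trimmed mean of M values (TMM) in edgeR 4.0.16, and all 11 libraries were fitted together by group with voom and the moderated linear model of limma 3.58.1 under R 4.3.3. All adjusted p-values are Benjamini-Hochberg values. A gene was called changed when its adjusted p-value in limma was under 0.05 and its fold change above 2. The contrasts were the 6 pairs of groups and the interaction, (V+G minus VAC) minus (GEM minus UT). Group means are TMM-scaled CPM with their SD, and log2 fold changes are those of the limma fit with their SE.

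Gene lists were tested with limma's camera, a competitive test against all other genes, with the correlation between genes estimated from the residuals. The lists, fixed before the counts were examined, were 15 immune genes that the study names as raised by the combination in these same tumours (T-cell, effector and antigen-presentation genes), 4 checkpoint genes, a monocyte list and a dendritic cell list, and p-values were adjusted over the 28 tests of 4 lists and 7 contrasts. Pathways were the mouse Reactome sets in fgsea 1.28.0 with 10 to 300 tested genes, tested with camera at a preset correlation of 0.01. The genes named were set by a rule. They were the 15 immune genes, the 4 checkpoint genes, Il10 and Foxp3 whatever their values. Added to these were the genes with the largest absolute log2 fold change among those called, with a mean of at least 20 counts, a symbol and no overlap between the log2 CPM of the groups compared: up to 5 higher and 5 lower for V+G vs UT, and up to 3 and 3 for every other contrast.

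The alternatives tried were DESeq2 size factors in the same fit, library totals with no composition factor, no filter, a filter at a mean of 20 counts, edgeR's quasi-likelihood test, the DESeq2 1.42.0 Wald test, sample quality weights, fits of only the groups compared, the replicate number as a block, each library left out in turn, the adjusted p-value alone, and for the lists a preset correlation and limma's fry. Further alternatives were chosen after seeing the data: removal from each library of its smooth trend over transcript length and GC content (splines with 5 degrees of freedom each; lengths and GC from the longest GENCODE M21 transcript), random thinning of every library to the lowest library total with 10 draws, and an estimated correlation for the pathways. The labels of the groups share some replicate numbers (VAC and GEM share 1 and 4), taken from the titles; these name different mice, and the block was not part of the main design.

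The fits were tested on simulated counts for the 12717 genes, drawn from the means, dispersions and library sizes of the real data. In V+G, 200 genes with a mean of at least 20 counts were changed, so recovery of genes with fewer counts was not tested. For V+G vs UT, limma-voom called 149 genes, of which 9 were unchanged ones, and recovered 95.6% of the 135 genes changed 4-fold or more and 16.9% of the 65 genes changed 2-fold. A 2-fold change lies at the threshold of a fold change above 2, so the calling rule itself limits that last share. In a simulation of 12717 unchanged genes with a trend over transcript length in V+G, 795 genes were called before the length and GC correction and 0 after it. The trend was set on the same lengths that the correction uses. It was stronger than the real one (Spearman's rho of length and log2 fold change -0.752, against -0.393 in the data). With no changed genes, it cannot show whether the correction also removes true differences. The sample indices in the file headers run from 1 to 12, and those of the UT libraries are 1 and 3. No library with index 2 was among the 11, and what it held is not known. Any other tumour samples of the series were not analysed here.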

Results

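Gene expression was measured in 11 LLC-OVA tumours: 2 untreated (UT), 3 from vaccinated mice (VAC), 3 from mice given gemcitabine (GEM) and 3 from mice given both (V+G). Library totals were 3504466 and 3707300 counts in UT, 4196568 to 5806978 in VAC, 3109522 to 6518573 in GEM and 6396263 to 7543020 in V+G, so the V+G libraries were deeper than all UT and VAC libraries. Between 17415 and 20129 genes had at least 1 count in a library. Mitochondrial genes took 0.702% to 2.35% of the counts, and the 10 most abundant genes took 5.82% to 13.7%. Of the annotated genes, 12717 passed the count filter and were tested.

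In a principal component analysis of the log2 CPM of these genes, the first component held 38.4% of the variance and the second 14.4%. On the first component, both UT libraries (-45.6 and -42.6) and the 3 VAC libraries (-35.8 to -17.3) lay on one side. The GEM libraries were spread from -1.51 through 11.6 to 54.1, and the V+G libraries lay at 18.1, 24.8 and 62.5. The correlation of log2 CPM between libraries was 0.974 for the UT pair, 0.957 to 0.972 within VAC, 0.935 to 0.943 within GEM and 0.954 to 0.981 within V+G.

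Whether the combination altered the tumours more than either treatment was asked by comparing each group with UT. No gene was called changed in VAC vs UT, where 755 genes had an unadjusted p under 0.05 and 636 would be so by chance. In GEM vs UT, 70 genes were called, 26 higher and 44 lower. The comparison of V+G with UT gave 845 genes, 457 higher and 388 lower. The alternative that moved the V+G vs UT count most was a block on the replicate number with a length and GC correction, under which 34 genes were called. Of the 70 genes called in GEM vs UT, 62 were also called in V+G vs UT, all 62 in the same direction. Of the 845 genes called in V+G vs UT, 99.8% had a log2 fold change of the same sign in GEM vs UT and 95.7% in VAC vs UT; all 3 comparisons share the UT libraries, so these shares are not independent. The median ratio of the log2 fold change to that in V+G vs UT was 0.768 for GEM and 0.327 for VAC. The genes were selected on V+G vs UT and the UT libraries are shared, which by itself favours equal signs and positive ratios. No values expected without a change were computed, so the shares and ratios do not measure how alike the treatments were.

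The gain from adding gemcitabine to the vaccine, or the vaccine to gemcitabine, was measured by comparing V+G with each single treatment. In V+G vs VAC, 176 genes were called, 120 higher and 56 lower. In V+G vs GEM, no gene was called, the lowest adjusted p in limma was 0.781, and 777 genes had an unadjusted p under 0.05 against 636 expected by chance. In GEM vs VAC, 10 genes were called, 8 higher and 2 lower. The interaction, which asks whether the effect of gemcitabine differed with the vaccine, gave 0 genes, with 397 at an unadjusted p under 0.05 against 636 expected by chance. In the main fit, the larger count in V+G vs UT than in GEM vs UT is therefore not accompanied by any gene shown to differ between V+G and GEM. Both counts depended on single libraries. With V+G replicate 2 left out their order reversed (230 and 269). With GEM replicate 4 left out they were 1097 and 10, and 7 genes were called in V+G vs GEM.

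**Figure D1:**
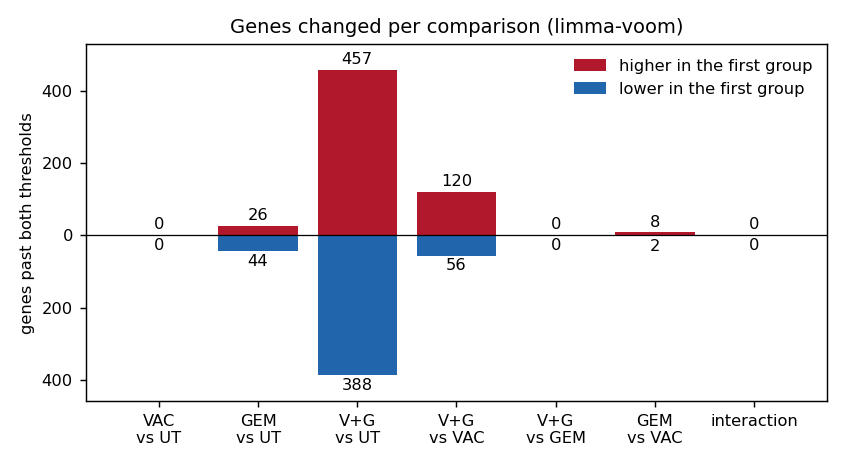
Number of genes called in each comparison with limma-voom (adjusted p under 0.05 and fold change above 2), higher in the first group (upward bars) or lower (downward bars). V+G vs UT has 457 higher and 388 lower genes, V+G vs VAC 120 and 56, GEM vs UT 26 and 44, GEM vs VAC 8 and 2, and the other 3 contrasts have 0.

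The balance between higher and lower genes depended on the scaling. With library totals alone, V+G vs UT gave 1147 genes, 204 higher and 943 lower, and the median log2 fold change of all genes was -0.33, against -0.04 with TMM. Under the same scaling GEM vs UT gave 14 higher and 64 lower genes with a median of -0.30. V+G vs VAC gave 82 higher and 318 lower with a median of -0.30. The balance in GEM vs UT also depended on the test and the filter. More genes were higher with the DESeq2 Wald test (351 higher, 145 lower), quality weights (147, 105), no filter (66, 61) and the replicate block (6, 5). More were lower with edgeR (35, 41), the stricter filter (25, 37), DESeq2 size factors (26, 39) and only the groups compared (2, 5). Directions below are relative to the bulk of genes under TMM.

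Fold changes were related to transcript length. Across the 12712 genes with a transcript length, Spearman's rho between length and log2 fold change was -0.393 for V+G vs UT, -0.383 for GEM vs UT, -0.374 for V+G vs VAC and -0.176 for VAC vs UT; genes are not independent replicates, so no p-value is given. The median transcript length was 1616 nt for the genes called higher in V+G vs UT, 4570 nt for those called lower and 3243 nt for all genes. After each library's trend over length and GC content was removed, a step chosen after seeing the data, 439 genes were called in V+G vs UT, 256 higher and 183 lower, and 358 of them were among the 845.

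**Figure D2:**
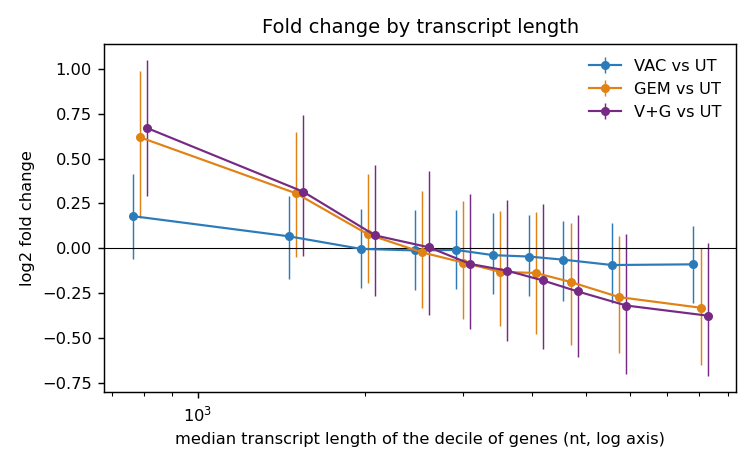
Median log2 fold change (points) and interquartile range (bars) of genes grouped into 10 classes of equal size by transcript length (horizontal log axis, nt), for VAC, GEM and V+G against UT. In the shortest class, with a median of 788 nt, the median log2 fold change was 0.67 in V+G vs UT, 0.62 in GEM vs UT and 0.18 in VAC vs UT, and in the longest class it was -0.38, -0.33 and -0.09.

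The genes with the largest changes in V+G vs UT, by limma with Benjamini-Hochberg adjustment, included Ccl8 (ENSMUSG00000009185.2, chromosome 11, 82115185 to 82116799), which averaged 40.8 ± 12.6 CPM in UT (SD, n = 2) and 1389 ± 789 CPM in V+G (SD, n = 3), a log2 fold change of 4.99 (SE 0.38, adjusted p in limma 7.97e-06). Mylpf (ENSMUSG00000030672.12, chromosome 7, 127208890 to 127214298) rose from 8.41 ± 2.49 CPM (SD, n = 2) to 186 ± 40.8 CPM (SD, n = 3), by 4.43 on the log2 scale (SE 1.27, adjusted p in limma 0.0437). Cox6a2 (chromosome 7, 128205435 to 128206387) rose by 5.26 on the log2 scale (SE 1.46, adjusted p in limma 0.0389) from 1 and 5 counts in the UT libraries. Mfap5 (chromosome 6, 122505845 to 122529290) and Marco (chromosome 1, 120474538 to 120505024) had at most 1 count in either UT library and were at least 10.7-fold and at least 11.2-fold higher in V+G, at adjusted p-values in limma of 0.0311 and 0.0200. Mylpf and Cox6a2 were also high in 1 of the 3 GEM libraries, replicate 4.

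Among the genes lower in V+G than UT, Igfbp3 (ENSMUSG00000020427.11, chromosome 11, 7206086 to 7213923) averaged 384 ± 77.8 CPM in UT (SD, n = 2) and 38.6 ± 6.47 CPM in V+G (SD, n = 3), a log2 fold change of -3.31 (SE 0.23, adjusted p in limma 5.93e-06). Pgf, Grem1, Bmp2 and Chga had log2 fold changes of -3.73, -3.69, -3.57 and -3.19, with adjusted p-values in limma of 0.00549, 0.00912, 0.00682 and 0.0139. In GEM vs UT, the higher genes named by the rule were Ccl8 (4.26 on the log2 scale, SE 0.36), C4b (2.23, SE 0.45) and Ccl5 (2.04, SE 0.42). Their adjusted p-values in limma were 3.82e-05, 0.0388 and 0.0406. Some genes not called there rose by more than C4b and Ccl5 (4.69-fold and 4.10-fold), such as Marco (at least 8.85-fold, adjusted p in limma 0.0627). The lower genes named by the rule in GEM vs UT were Igfbp3 (-3.50, SE 0.24), Adamts7 (-3.31, SE 0.61) and Inhbb (-3.05, SE 0.41). Their adjusted p-values in limma were 3.70e-06, 0.0354 and 0.00558. Igfbp3 averaged 132 ± 8.79 CPM in VAC (SD, n = 3) and 34.0 ± 4.36 CPM in GEM (SD, n = 3).

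In V+G vs VAC, the higher genes named by the rule were Cma1 (log2 fold change 4.86, SE 0.99), Mylpf (4.72, SE 1.08) and Tnnt3 (4.40, SE 1.05). Their adjusted p-values in limma were 0.0361, 0.0472 and 0.0492. The lower ones were Mir6236 (-3.18, SE 0.51), Grem1 (-3.02, SE 0.57) and Bmp2 (-2.90, SE 0.52), at adjusted p-values in limma of 0.0132, 0.0276 and 0.0217. In GEM vs VAC, the genes named by the rule were Angptl7 (5.17, SE 0.72), Ccl8 (3.19, SE 0.32) and Apoe (2.42, SE 0.34) among the higher ones and Igfbp3 (-1.97, SE 0.21) and Adgrf5 (-1.66, SE 0.27) among the lower ones, with adjusted p-values in limma from 0.000636 to 0.0327. The spread within GEM was wide for several of these genes: Mylpf averaged 111 ± 175 CPM and Cma1 36.3 ± 28.6 CPM (SD, n = 3).

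The 15 immune genes are T-cell, effector and antigen-presentation genes that the study chose from these same tumours as raised by the combination. Their direction and the gene-by-gene counts in V+G therefore restate that choice and are no independent test of it; the values below give the size of the change. Their mean log2 fold change was 0.90 in VAC vs UT, 1.35 in GEM vs UT, 2.03 in V+G vs UT, 1.12 in V+G vs VAC, 0.68 in V+G vs GEM and 0.45 in GEM vs VAC. By the log2 fold changes of limma all 15 genes were higher in V+G than in each of the other 3 groups, but Cd3e by 0.038 over GEM, with a mean of 8.17 CPM in V+G and 8.20 CPM in GEM. With library totals alone 15 were higher than in UT, 12 higher than in VAC and 14 higher than in GEM; edgeR and DESeq2 each gave 14 against GEM, the length and GC correction gave 13 against VAC, and leaving out one library gave as few as 11 against VAC and 13 against GEM. The mean log2 CPM of the list was 3.26 ± 0.22 in UT (SD, n = 2), 4.17 ± 0.33 in VAC (SD, n = 3), 4.58 ± 0.55 in GEM (SD, n = 3) and 5.30 ± 0.28 in V+G (SD, n = 3). Every V+G library (5.05 to 5.60) was above every UT and VAC library. The highest GEM library, replicate 4 (5.11), lay within the V+G range, while GEM replicates 1 and 3 (4.01 and 4.62) lay below it. In camera with the estimated correlation between genes (0.465 for V+G vs UT), the list did not pass in any contrast. The adjusted p was 0.187 in V+G vs UT, V+G vs VAC, V+G vs GEM, GEM vs UT and VAC vs UT, and 0.676 in GEM vs VAC. The values of 0.187 are equal only through the adjustment. Before it, camera gave p from 0.0320 (V+G vs UT) to 0.0716 (V+G vs VAC) in these contrasts. For the interaction the mean of the list was negative, -0.23, with 4 of the 15 genes higher (adjusted p 0.702). That number rested on single libraries: it was 11 without GEM replicate 4 and 2 without V+G replicate 6. The alternative that moved the camera result for V+G vs UT most was the preset correlation of 0.01, under which its adjusted p was 2.11e-10. The study used another test and set, gene set enrichment analysis of the Allograft rejection hallmark, and reported enrichment in V+G against each other group. It also reported, by flow cytometry of tumours, the most OVA-specific CD8 T cells in V+G. That set was not tested here, so the camera result for the 15 genes does not decide on either report. Gene by gene in V+G vs UT, 10 of the 15 were past both thresholds when adjusted over all genes, and all 15 had an adjusted p under 0.05 when adjusted over the list alone. These numbers were 6 and 10 in V+G vs VAC. Against GEM, 0 of the 15 passed over all genes and 2 over the list alone, while in VAC vs UT they were 0 and 1 and in GEM vs UT 0 and 9.

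**Figure D3:**
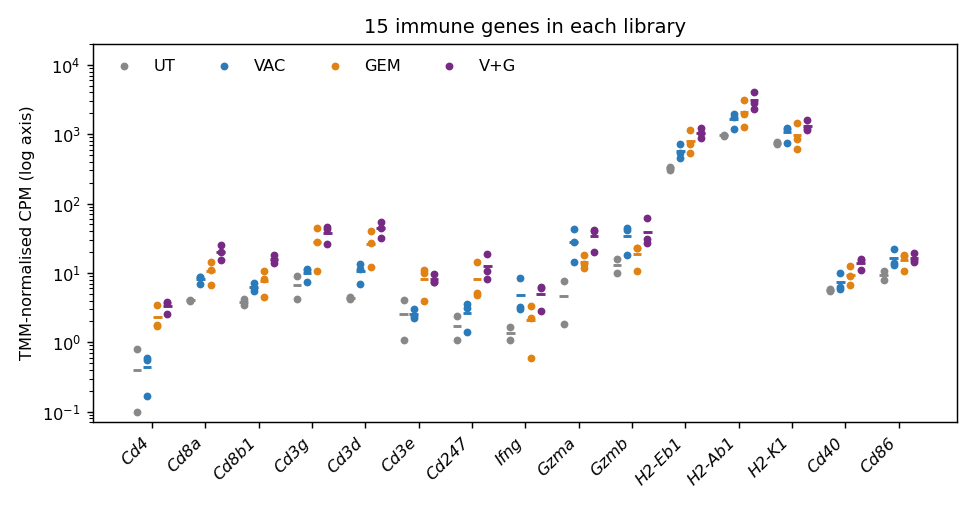
TMM-normalised CPM (log axis) of the 15 immune genes in each library (points), with the mean of each group (bars), for UT (n = 2), VAC, GEM and V+G (n = 3 each). Cd3d averaged 4.39 in UT, 10.6 in VAC, 26.4 in GEM and 43.8 in V+G; the 1 library with 0 counts of Cd4 is drawn at 0.1.

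Among these genes in V+G vs UT, Cd3d (ENSMUSG00000032094.8, chromosome 9, 44981786 to 44987339) rose from 4.39 ± 0.188 CPM (SD, n = 2) to 43.8 ± 11.03 CPM (SD, n = 3), a log2 fold change of 3.25 (SE 0.57, adjusted p in limma 0.0110). Cd8a (ENSMUSG00000053977.13, chromosome 6, 71373427 to 71379173) rose from 4.01 ± 0.0213 CPM (SD, n = 2) to 20.3 ± 5.02 CPM (SD, n = 3), by 2.29 on the log2 scale (SE 0.42, adjusted p in limma 0.0121). Cd4 had at most 3 counts in each UT and VAC library and was at least 4.45-fold higher in V+G than UT, at an adjusted p in limma of 0.0216. Cd3g, Cd247, Gzma and Cd8b1 rose by 2.52, 2.77, 2.99 and 1.97 on the log2 scale, H2-Eb1 and H2-Ab1 by 1.69 and 1.63, and Cd40 by 1.27, all past both thresholds. Cd3e, Ifng, Gzmb, H2-K1 and Cd86 rose by 1.85, 1.68, 1.51, 0.79 and 0.79, with adjusted p-values in limma of 0.0572, 0.153, 0.0674, 0.138 and 0.137.

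Of the checkpoint genes, Pdcd1 (PD-1) was higher in V+G than UT by 2.37 on the log2 scale (SE 0.55, adjusted p in limma 0.0259). Cd274 (PD-L1) and Havcr2 (TIM-3) had log2 fold changes of -0.63 and -0.37, with adjusted p-values in limma of 0.386 and 0.462. Lag3 had at most 2 counts in each UT library and was at least 2.78-fold higher in V+G, with an adjusted p in limma of 0.191. Il10 had 0 to 10 counts and Foxp3 0 to 6 counts per library. Both were left out by the filter, so they were not tested between groups. By the floor rule Il10 was at least 1.85-fold higher in UT and at least 1.44-fold higher in V+G than in VAC. These bounds rest on 2 and 6 counts in UT and 1, 5 and 10 in V+G, too few to establish a difference. As lists, the checkpoint, monocyte and dendritic cell genes had mean log2 fold changes of 0.74, 0.73 and 0.88 in V+G vs UT, and none of the 3 lists passed in any contrast by camera with the estimated correlation (lowest adjusted p 0.187). In V+G vs GEM the means of the 3 lists were 0.12, 0.19 and 0.06, against a pooled SD between replicates of 0.4004, 0.154 and 0.263, so that of the 3 only the monocyte list moved by more than that spread.

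By camera with the preset correlation, 115 of 805 Reactome pathways passed in V+G vs UT, 104 higher and 11 lower, 115 passed in GEM vs UT, 86 higher and 29 lower, and 149 passed in VAC vs UT, where no single gene was called. In V+G vs GEM, also without a called gene, 19 pathways passed, all 19 higher, among them translocation of ZAP-70 to the immunological synapse (mean log2 fold change 0.61, adjusted p 0.00572) and PD-1 signaling (0.40, adjusted p 0.0190). With the correlation estimated for each pathway, an alternative chosen after seeing the data, 0 pathways passed in V+G vs UT. That alternative was not run for the other contrasts, V+G vs GEM among them. Among those passing in the preset test of V+G vs UT were respiratory electron transport (71 genes, mean log2 fold change 0.79, 63 genes higher) and mitochondrial translation (86 genes, 0.56, 73 higher). The ZAP-70 set (10 genes, mean 2.35, all 10 higher) and PD-1 signaling (15 genes, mean 1.47, 12 higher) also passed, and these sets share T-cell receptor and MHC class II genes with the 15-gene list. After the length and GC correction, 38 pathways passed; the mean log2 fold change was 0.41 for respiratory electron transport and 2.26 for the ZAP-70 set.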

Values the study reported

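In a short-term treatment experiment with LLC-OVA tumours, the study reported that 7 of 17 tumours (41%) were rejected in the combination group and 2 of 17 (12%) in the gemcitabine group.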

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

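Of the tests below, that of library size was chosen before its result was seen, as was that of the proportions of the muscle genes; the others were chosen only after the pattern was seen. Each signal came from genes that the count filter had left out of the comparisons and that stood above both UT libraries in every library of a treated group. Groups of 3 libraries were too small to test single libraries against the rest of their group.

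Of 12 skeletal muscle genes on a list fixed before the data were examined, 6 were left out by the filter. Their summed level was 67.8 ± 22.3 CPM in V+G (SD, n = 3; up to 646 counts in a library) and at most 4.32 CPM in UT. Over all 12 genes the sum was 490, 702 and 854 CPM in the V+G libraries and 991 CPM in GEM replicate 4, against 14.3 to 44.7 CPM in the other 7 libraries. Of the 12 genes, 11 were higher in each of those 4 libraries than in each of the other 7. Library size was not the source, since all 3 V+G libraries stayed above the highest UT library in 10 of 10 thinnings to the lowest library total. Gemcitabine alone does not account for the pattern: the other 2 GEM libraries reached at most 44.7 CPM. A single source of muscle RNA shared by the 4 libraries was tested by the proportions of the 12 genes. Chi-square over its degrees of freedom was 8.42, within the range of 4.78 to 64.8 found over all genes for pairs of libraries of one group, so the test settles nothing about a shared source. The 4 libraries were the 4 with the last sample indices in the file headers (4 of 4), and V+G lies wholly within them, so a library batch and the group cannot be told apart. GEM replicate 4 correlated more closely with the V+G libraries than with the other GEM libraries by 0.0209 with muscle genes left out; no gene marks vaccination in these data, so a mislabelled sample cannot be told apart either. Muscle beside the tumour at collection is a candidate source of this RNA, which these data cannot test. No explanation was settled, and the pattern bears on Mylpf and Tnnt3, muscle genes among those called in V+G, and on the striated muscle contraction pathway. Cox6a2, called in V+G vs UT but not among the 12, followed the same pattern. It had 239 counts in GEM replicate 4 and 160, 155 and 207 in V+G, against 1 to 18 in the other 7 libraries. How far muscle RNA adds to the number of genes called cannot be told: 6 of the 845 genes called in V+G vs UT belonged to the muscle lists, but only 15 genes of these lists were tested, and muscle carries other transcripts too.

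The 7 adipocyte genes left out by the filter summed to 4.32 ± 2.23 CPM in V+G (SD, n = 3; 20 to 52 counts) and to at most 1 count in a UT library. All 3 V+G libraries stayed above UT in 10 of 10 thinnings. The same genes reached 86.8 CPM in 1 GEM library and 0 counts in another, so the V+G level lay within the range of GEM. Over all 8 adipocyte genes the sums were lower in V+G (11.7, 20.9 and 15.4 CPM) than in UT (25.4 and 28.8 CPM). The UT sums came almost wholly from the tested gene, since the 7 left-out genes held 0 of 94 and 1 of 101 counts. The lower sum therefore reflects that gene, and no direction of the list as a whole follows from it. Admixture of tissue around the tumour and treatment cannot be told apart, and no biological explanation was tested.

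The 1 neutrophil gene left out by the filter had 5 to 14 counts per library in VAC (1.82 ± 0.611 CPM, SD, n = 3) and 5 to 7 counts in V+G (0.814 ± 0.102 CPM, SD, n = 3), against at most 1 count in a UT library. VAC stayed above UT in 10 of 10 thinnings, but V+G in 3 of 10, so depth could account for the V+G signal. Over all 8 neutrophil genes the sums were 283 and 293 CPM in UT, 191, 201 and 350 CPM in VAC and 179, 332 and 149 CPM in V+G. The summed level thus showed no rise. The VAC signal rests on few counts, and no biological explanation was tested.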

How the results depend on the processing

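All alternatives were set before the data were examined, except the length and GC correction, alone or with the replicate block, the thinning and the estimated correlation for pathways. The list of 15 immune genes kept a positive mean log2 fold change in all 6 comparisons, over 138 recomputed values; with the stricter filter it held 13 genes (without Cd4 and Ifng), and it held 14 (without Cd4) in 9 of 10 thinnings and in VAC vs UT with only the groups compared. Of the 84 named gene results, recomputed 1919 times, 30 kept their direction and their side of the thresholds throughout; 210 values fell below the thresholds, 28 passed them, 38 changed direction and 7 moved by more than the spread between replicates when a UT library was left out. Leaving out a UT library leaves that group with 1 sample, so comparisons with UT then gave values and no call.

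VAC vs UT, with 0 genes and 755 at an unadjusted p under 0.05, gave 3 genes with no filter, 5 with the DESeq2 Wald test, 98 with sample quality weights, 3 with only the groups compared, and 0 in each of the 9 fits that each left out one replicate. GEM vs UT, with 70, gave 127 with no filter, 496 with DESeq2, 252 with quality weights, 7 with only the groups compared, 29.5 as the median of the thinnings, and from 10 to 778 across the 9 fits that each left out one replicate. The fit without GEM replicate 4 gave the 10, and 9 of them were among the 70. V+G vs UT, with 845, gave 1200 by the adjusted p alone, 1359 with quality weights (699 of the 845 among them), 439 with the length and GC correction, and from 230 to 1097 across the 9 fits; the 230, from the fit without V+G replicate 2, included 213 of the 845. V+G vs VAC, with 176, gave 400 with library totals only, 436 with no filter, 539 with DESeq2, 674 with quality weights, 559 with only the groups compared, 65 with thinning, and from 11 to 466 across 11 fits. GEM vs VAC, with 10, gave 4 with library totals only, 32 with no filter, 309 with DESeq2, 39 with quality weights, 3 with only the groups compared, and from 2 to 178 across 11 fits. V+G vs GEM, with 0 genes and 777 at an unadjusted p under 0.05, gave 1 with no filter and from 0 to 7 across 11 fits. The 7 came from the fit without GEM replicate 4. The interaction, with 0 and 397 at an unadjusted p under 0.05, gave 2 with DESeq2 and from 0 to 4 across 9 fits. The cause was not tested, except for length, GC content and depth. With library totals only, the share of higher genes in V+G vs UT was 17.8% in place of 54.1%. In GEM vs UT it was 17.9% in place of 37.1% and in V+G vs VAC 20.5% in place of 68.2%. The share in GEM vs UT was 70.8% with the DESeq2 Wald test and 58.3% with quality weights, but 46.1% with edgeR. Depth limits what GEM vs UT and V+G vs VAC can show, since both counts fell by more than 1.5 times on thinning.

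Samples with the same replicate number come from different mice. The mean correlation of their deviations from the group means was 0.054 over 5 pairs, against -0.007 over 40 other pairs. The 5 pairs differed: VAC with GEM had 0.35 (replicate 1) and 0.097 (replicate 4). UT with GEM had -0.063, UT with V+G -0.117 and VAC with V+G 0.001. With the replicate block, which leaves 2 residual degrees of freedom in place of 7, the counts were 2 in VAC vs UT, 11 in GEM vs UT, 82 in V+G vs UT, 391 in V+G vs VAC and 405 in GEM vs VAC. With the block and the length and GC correction together they were 2, 2, 34, 177 and 161. The 15 immune genes had a mean of 1.79 in V+G vs UT with the block. The 115 pathways of V+G vs UT became 139 with the block and 34 with the block and correction. Under the block 4 results of the other lists changed direction: the dendritic cell genes had -0.28 in VAC vs UT and -0.044 in V+G vs GEM, and the checkpoint genes -0.16 in V+G vs VAC and -0.45 in V+G vs GEM. With the correction added, these 4 values were -0.28, -0.15, -0.22 and -0.48. The checkpoint genes in V+G vs VAC had 0.42 without the block, above their SD between replicates of 0.4004.

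For the 15 immune genes, the test decides the result, and since the study chose them for their rise in these tumours, a steady direction across settings is no independent support. The adjusted p of camera passed 0.05 with the preset correlation for VAC vs UT (mean log2 fold change 0.90), GEM vs UT (1.35), V+G vs UT (2.03), V+G vs VAC (1.12) and V+G vs GEM (0.68), with fry for V+G vs UT (2.03) and V+G vs VAC (1.12), and with the DESeq2 statistics for VAC vs UT (0.91) and V+G vs UT (2.06). The adjusted p for V+G vs UT ranged from 2.11e-10 to 0.419 over all alternatives. Across the 11 fits that each left out one replicate, the mean for V+G vs UT ranged from 1.87 to 2.19 and for V+G vs GEM from 0.42 to 0.97. The number of pathways in V+G vs UT was 181 with no filter, 38 with the length and GC correction and 0 with estimated correlations.

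Besides the block, other settings reversed some values of the other lists. The monocyte genes in GEM vs VAC, 0.12, were -0.12 with library totals only and -0.032 with no filter, where Spic joined the list and the other 5 genes had 0.072. The checkpoint genes in GEM vs VAC, 0.30, were -0.18 with the stricter filter and -0.17 with thinning; both settings drop Lag3, and the 3 other genes had -0.19 before any change of setting, so this reversal is one of list membership. The dendritic cell genes in V+G vs GEM, 0.06, were -0.026 with the length and GC correction and -0.037 with thinning. Leaving out one replicate gave -0.057 to 0.17 for the monocyte genes in GEM vs VAC, -0.081 to 0.32 for them in V+G vs GEM, -0.10 to 0.25 for the checkpoint genes in V+G vs GEM and -0.11 to 0.25 for the dendritic cell genes in V+G vs GEM. Spic also joined the monocyte list in some of these fits: the 5 other genes had 0.11 in GEM vs VAC without VAC replicate 2, where the 6 had -0.057, and 0.16 in V+G vs GEM without GEM replicate 4, where the 6 had -0.081. Over all alternatives, 17 other values of these lists passed the threshold, none fell below it and 2 moved by more than the spread between replicates.

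The 38 changes of direction among named genes were all in listed genes, 18 of them in V+G vs VAC (4 genes) and 20 in V+G vs GEM (7 genes), and each of these 11 results was smaller than the spread between replicates; none occurred in V+G vs UT, GEM vs UT or GEM vs VAC. With library totals only, Ifng, Gzmb and Cd86 had -0.21, -0.10 and -0.26 in V+G vs VAC, and Cd3e -0.019 in V+G vs GEM. Also in V+G vs GEM, Cd3e had -0.028 with edgeR and -0.027 with DESeq2, and Lag3 had 0.14 with edgeR, 0.13 with DESeq2 and 0.33 with quality weights. Under the replicate block Gzmb had -0.50 in V+G vs VAC, and Cd4, Pdcd1 and Havcr2 had -1.16, -0.20 and -0.18 in V+G vs GEM; with the correction added these 4 values were -0.66, -1.18, -0.32 and -0.067. With the length and GC correction alone, Ifng and Gzmb had -0.12 and -0.0012 in V+G vs VAC, and Ifng had -0.10 with thinning. Across the 11 fits that each left out one replicate, V+G vs VAC ranged from -0.18 to 0.56 for Ifng, -0.11 to 0.68 for Gzma, -0.22 to 0.42 for Gzmb and -0.10 to 0.28 for Cd86, and V+G vs GEM from -0.36 to 0.35 for Cd3e, -0.14 to 0.19 for Cd86, -0.69 to 0.21 for Cd274 and -0.57 to 0.46 for Lag3. The cause of these changes was not tested.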

Other observations

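The tests of library size, of transcript length and GC content, of other splits of the libraries, and of the pan-leukocyte, proliferation, p53 and interferon lists were written before their results were seen; the tests of endothelial and macrophage lists and of the muscle share were chosen only after the pattern was seen.

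Other splits of the same libraries, parting as many same-numbered pairs, were compared with the real groups. For V+G vs UT, 1 of 6 such splits gave as many genes past both thresholds, namely the real one, and the others gave 0. For GEM vs UT it was also 1 of 6, but the split that put both UT libraries with GEM replicate 1 against GEM replicates 3 and 4 gave 55 genes against the real 70. For V+G vs VAC it was 1 of 6 and for GEM vs VAC 1 of 4. The splits set aside in these 4 comparisons, which part fewer pairs or none, gave 0 genes. No design of this size allows a share under 0.1, so chance cannot be excluded in this way. For V+G vs GEM the count tests nothing, because with 0 genes in the real split 10 of 10 splits give as many whatever the data. The split of GEM replicates 3 and 4 with V+G replicate 2 against the rest gave 105 genes. Those 3 libraries were also the ones in which predicted genes and pseudogenes took 4.10%, 4.56% and 4.76% of the counts, against 2.15% to 2.77% in the other 8.

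The larger number of genes called in V+G vs UT than in GEM vs UT was tested against technical explanations. After thinning every library to 3109522 counts, the median count in V+G vs UT was 678.5 over 10 draws, so the greater depth of V+G is not the reason. Muscle genes made up 6 of the 845 calls, which leaves a part of muscle RNA open, since only 15 genes of the muscle lists were tested. The difference depends on single libraries: without V+G replicate 2 the order reversed, with 230 genes in V+G vs UT and 269 in GEM vs UT, and GEM vs UT gave 778, 67 and 10 genes without GEM replicates 1, 3 and 4, against 1004, 994 and 1097 in V+G vs UT. After the length and GC correction 439 genes were called, still more than the 69 in GEM vs UT under the same correction, and it cannot be told how much of the fall from 845 is a length effect. Each V+G library had a negative rho between transcript length and its deviation from the gene means (-0.299 to -0.239), but so did GEM replicates 3 and 4 (-0.294 and -0.307) and VAC replicate 4 (-0.126), while GEM replicate 1 had 0.206. A difference in RNA quality between tumours is a candidate explanation for such a trend, and no measure of RNA quality was analysed here.

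The rise of the 15 immune genes in V+G vs UT, 2.03 on the log2 scale, was 1.91 after the length and GC correction, with 8 of the 15 past both thresholds, and a median of 1.93 after thinning, where Cd4 dropped out in 9 of 10 draws and the other 14 genes had 1.93 at full depth. Neither transcript length nor depth accounts for it. The 10 pan-leukocyte genes rose by 0.57 (camera with estimated correlation, adjusted p 0.182; higher than both UT libraries in 3 of 3 V+G libraries), a smaller rise, but the 15 genes were chosen by the study for their rise in these tumours, so a general rise of leukocyte RNA cannot be told apart from it in this way. The sample indices in the file headers run in the order of the groups, so a library batch cannot be told apart from the treatment here.

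Several of the genes lowest in p under gemcitabine, such as Adgrf5, are expressed in endothelium, and several of the highest, such as Apoe, in macrophages. A list of 14 other endothelial genes had a mean log2 fold change of -0.88 in GEM vs UT and -0.93 in V+G vs UT, lower than both UT libraries in 3 of 3 libraries each time, with a camera adjusted p of 0.0589 over 42 tests. After the length and GC correction the mean in V+G vs UT was -0.99 and the adjusted p 0.0212, so length bias does not account for it. The list was also lower in VAC vs UT (-0.39, adjusted p 0.0842, 3 of 3 VAC libraries below both UT libraries), and it was lower still with gemcitabine: -0.49 in GEM vs VAC (adjusted p 0.0727) and -0.54 in V+G vs VAC (adjusted p 0.0666; -0.59 and 0.0327 after the correction), in 3 of 3 libraries each time. A list of 10 tested macrophage genes, chosen the same way, had a mean of 0.92 in V+G vs UT (camera adjusted p 0.0666, 3 of 3 libraries above UT) and 0.83 after the correction (adjusted p 0.0802). Less endothelial and more macrophage RNA in treated tumours may explain part of the calls, but the values of the 14 endothelial genes and of most of the macrophage genes had themselves been seen before the lists were tested, and the uncorrected tests fail the adjustment.

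The 16 proliferation genes had a mean log2 fold change of 0.039 in GEM vs UT (camera adjusted p 0.778) and 10 p53 target genes -0.043 (adjusted p 0.983), so neither list moved against UT. Against VAC the proliferation genes were lower in GEM (-0.31, adjusted p 0.175, 3 of 3 GEM libraries below all VAC libraries), and they were higher in VAC than UT (0.35, adjusted p 0.0666). By camera with the preset correlation, activation of the pre-replicative complex (29 genes, -0.47, adjusted p 1.03e-05) and mitotic prometaphase (99 genes, -0.29, adjusted p 0.00021) passed as lower in GEM vs VAC, and both passed as higher in VAC vs UT (0.24 and 0.18, adjusted p 0.00116 and 0.000814). GEM and VAC differ in both treatments, and where gemcitabine was added to the vaccine (V+G vs VAC) the proliferation genes had -0.038 (adjusted p 0.919, 0 of 3 V+G libraries below all VAC libraries), while in V+G vs UT they had 0.32 (adjusted p 0.206, 3 of 3 above both UT libraries). By the preset test, however, mitotic prometaphase passed as lower in V+G vs VAC too (-0.23, adjusted p 0.0149), where the list did not pass. The 12 interferon-stimulated genes had a mean of 0.27 in VAC vs UT (adjusted p 0.627, 2 of 3 libraries above both UT libraries). In V+G they were lower than in each other group: -0.46 against UT (camera adjusted p 0.714), -0.74 against VAC (0.274) and -0.73 against GEM (0.16). All 3 V+G libraries lay below the other group each time, but none of these tests passed. For the same genes the interaction was -1.01 (adjusted p 0.0968), which does not pass. By camera with the preset correlation, however, interferon gamma signaling (66 genes) passed as higher in VAC vs UT (0.30, adjusted p 0.00116) and as lower in the interaction (-0.36, adjusted p 0.00201), as did interferon signaling in the interaction (93 genes, -0.32, adjusted p 0.00201), so the outcome depends on the genes and the test.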
